A study of Mus musculus with 6 samples.

How the data were processed

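Adrenal gene expression was measured in adult female C57Bl/6J mice on 6 Affymetrix whole-transcript arrays, 3 of a control group and 3 of a group treated during development with CGP 39551. Per the labels, RNA was extracted with a silica column kit for lipid-rich tissue from adrenals frozen at 21 weeks of age, RNA from 18 mice was pooled in each group, and the labelled cDNA was hybridised to the arrays. Groups and array numbers were taken from the sample titles. Nothing says whether the 3 arrays of a group carried 1 pool or separate pools, so all p-values measure only the spread between these arrays, which may be technical and holds no separate estimate of the spread between mice.

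The authors deposited 1 table of log2 expression values, with a value for each of 25150 probe sets on each array. The submitters' processing notes name RMA (robust multi-array average, which corrects background, quantile normalises the arrays and summarises the probes of a probe set) and Partek, with no versions. The annotation and genome build behind the table are not given in the sources used here. Values ran from 3.75 to 14.6, and the array medians lay between 7.91 and 7.96. No further normalisation was applied. For arrays there is no read depth, and the number of arrays limits the precision. The table was the sole source of the values, and no column of it was left unused.

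Probe sets were named through the platform annotation. Of the probe sets, 16769 (66.7%) had 1 gene symbol, 1031 had several and 7350 had none. Entrez numbers found 16723 of the 16769 symbols in a RefSeq gene table of assembly GRCm38.p6, no symbol changed by this, and 46 kept the name of the annotation. The RefSeq table also gave the length of each gene from its start to its end, and none of its coordinates are printed. Probe sets were tested if they had 1 gene symbol and a log2 value of at least 6 on at least 3 of the 6 arrays, counted without regard to group. This filter left out 735 probe sets and kept 16034, of 14727 genes.

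Differential expression between the CGP and control arrays was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, all 6 arrays, no covariates), and p-values were adjusted by the method of Benjamini and Hochberg over all probe sets tested. An adjusted p under 0.05 was taken as a change, and a second count added a minimum of 1.5-fold. Background was taken for each array as the 75th percentile of 127 probe sets of olfactory, vomeronasal and trace amine receptors, and where a called gene's dimmer group had arrays under it, the fold was computed with these arrays at background and given as a bound, or not given where both group means lay under it. SE denotes the moderated standard error of the log2 fold change, and SD the standard deviation over the 3 arrays of a group. Simulated arrays had the real means and spreads, and 200 of their 16034 probe sets were changed. On these arrays the test recovered 48.0% of those changed 1.2-fold, 74.0% of those changed 1.5-fold and 100.0% of those changed 2-fold. Of all its calls, 3.01% were false. These shares describe the simulated arrays. Whether they hold for the real arrays, which differ along an axis shared by many probe sets, was not tested.

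There were 32 gene lists, of pathways and of the cell types that an adrenal sample could hold. They were tested with limma's camera at a preset correlation of 0.01 between genes, with the brightest probe set of each gene and a minimum of 3 members. This test asks whether the genes of a list moved differently from all other genes. Adjustment was over the 31 lists that could be tested. A list of sex-linked genes had too few members above the filter. Camera with an estimated correlation and limma's fry were run beside it. Fry tests whether the genes of a list move on balance in a single direction, and does not compare them with other genes.

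The groups, the tests, the gene lists, the alternatives and the rule for naming genes were set before the data were examined. The rule took the 12 largest increases and the 12 largest decreases among probe sets with an adjusted p under 0.05 and no overlap between the groups, with 1 probe set per gene. It added up to 4 members of each list with the smallest adjusted p under 0.05, and Star, Cyp11a1, Cyp21a1, Cyp11b1, Th, Dbh, Pnmt and Grin1 whatever their values. Grin1 was not analysed here. Genes named outside the rule are marked as chosen after their values were seen. A further pair of lists, of liver cells other than hepatocytes and of brown fat genes, and a fit with the median of those receptor probe sets on each array as a covariate were added after the data were seen. Alternatives covered the filter, the probe sets tested, quantile normalisation, median centring, the variance model, array weights, a minimum change of 1.2-fold, the array number as a block, and leaving out each array in turn. Random lists matched on mean expression or on gene length over 20 bins were drawn 10000 times. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.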

Results

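Gene expression was compared in the adrenal glands of adult female mice whose mothers had or had not received CGP 39551 (CGP), an antagonist of the N-methyl-D-aspartate (NMDA) type of glutamate receptor. The drug was given by mouth at 5 mg/kg body weight through pregnancy until weaning, and the adrenals were taken from the offspring at 21 weeks of age. The question was whether blocking the receptor during development altered adrenal gene expression in adulthood. Each group had 3 arrays of RNA pooled from 18 mice, and p-values measure only the spread between these arrays. The standard deviation of the difference between arrays over all tested probe sets was 0.135 to 0.177 (log2) among the controls, 0.103 to 0.128 among the CGP arrays and 0.160 to 0.218 between groups. Control array 1 lay nearer to CGP array 2 (0.160) than to control array 2 (0.177).

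Of 34 hepatocyte genes tested, 32 were lower in the CGP group, and of 19 adipocyte genes, 15 were higher (limma, adjusted p under 0.05). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was at least 2.53-fold lower (7.81 ± 0.08 in controls and 6.10 ± 0.17 in CGP, mean log2 ± SD, n = 3 arrays each). The fold is a bound because all 3 CGP values lay under the array background, the 75th percentile of 127 probe sets of sensory receptors (6.42 to 6.55 on the CGP arrays). Ucp1, the uncoupling protein of brown fat, was 2.33-fold higher (10.91 ± 0.06 and 12.13 ± 0.03). In all, 566 of 16034 probe sets (3.53%), of 552 genes, changed at an adjusted p under 0.05, 311 of them higher and 255 lower in the CGP group. At a minimum of 1.5-fold, 146 remained, 26 higher and 120 lower. Of the 120, 27 belonged to the hepatocyte list, and of the 26, 5 belonged to the adipocyte list. In 26 of the 146, at least 1 array of the dimmer group lay at or under background, and 18 of these fell short of 1.5-fold with background as the floor. The groups did not overlap at any of the 566 probe sets, and at 26.3% of all tested, where chance gives 10%. The count of 566 became 1099 without control array 1 (612 higher, 487 lower), 364 without control 2 (157 and 207), 269 without control 3 (114 and 155), 320 without CGP 1 (151 and 169), 236 without CGP 2 (79 and 157) and 237 without CGP 3 (88 and 149), so that lower calls outnumbered higher ones in all but the first of these fits. The count at 1.5-fold lay between 132 and 157 in the same fits.

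**Figure D1:**
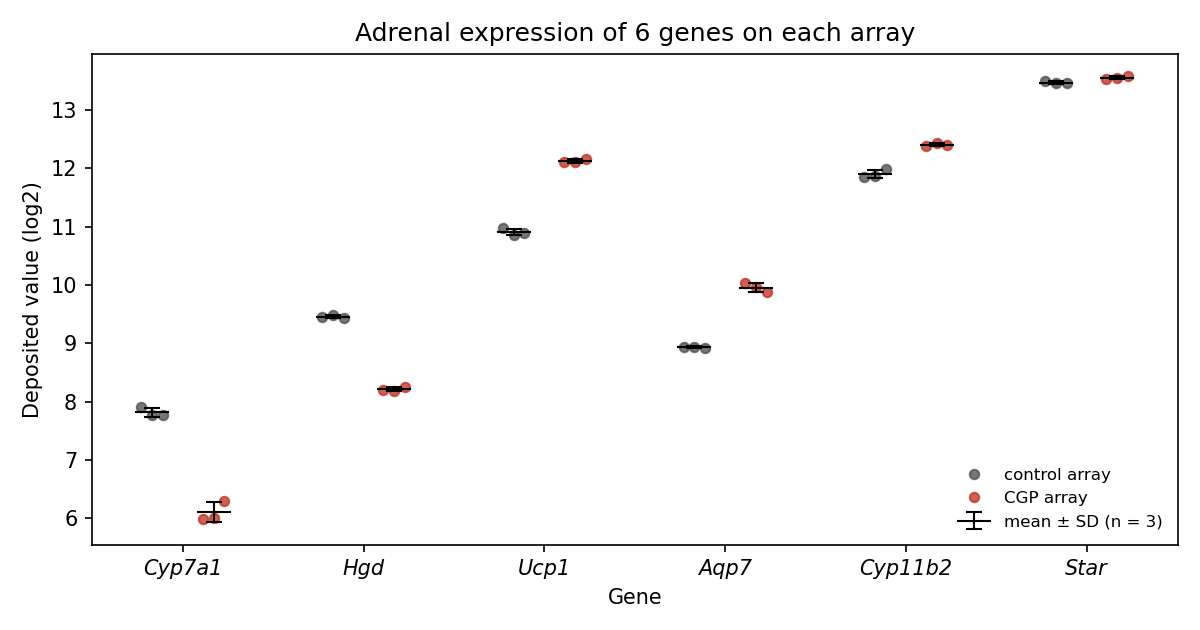
Deposited log2 values (vertical axis) of 6 genes (horizontal axis) on each of the 3 control arrays (grey) and 3 CGP arrays (red), with the mean and SD of each group in black. The groups do not overlap for any of these genes, but the difference for Star (0.09) did not pass the test (adjusted p = 0.318).

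Of the 34 hepatocyte genes, 32 were lower, 0 were higher and 2 did not pass the test, with a median log2 fold change of -0.89. Adjusted over the list alone, 32 were lower and 1 was higher. Hgd, an enzyme of tyrosine breakdown, fell by 1.25 (SE 0.04), Kng1, the precursor of bradykinin, by 1.05 (SE 0.05), and Apoa2, an apolipoprotein of high-density lipoprotein, by 1.03 (SE 0.05). Cps1, the entry enzyme of the urea cycle, was 2.30-fold lower (10.10 ± 0.04 and 8.90 ± 0.02). The exceptions were Cyp2e1 (0.17, adjusted p = 0.0706) and Hp (0.10, adjusted p = 0.377), both named after their values were seen and both also expressed in fat. Albumin (Alb), chosen in the same way, fell by 0.42 from 13.4. The per-array median of the list was 9.92 to 10.04 in the controls and 8.91 to 9.08 in the CGP arrays. Camera gave an adjusted p of 1.6e-48 for this list, and 0.0196 with an estimated correlation.

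Besides Hgd and Cps1, the 12 largest decreases held 4 cytochromes of drug and bile acid metabolism, Cyp7a1, Cyp2c29 (fell by 1.46), Cyp1a2 (at least 2.26-fold, under background on all 3 CGP arrays) and Cyp2c37 (by 1.15), and also Cyp17a1 (by 1.31), Mup3, a major urinary protein (by 1.35), Hrg, a plasma glycoprotein (by 1.26), Azgp1, a secreted glycoprotein (2.31-fold lower), and Ces1c, a carboxylesterase (by 1.16). Gm21286, also among the 12 by its measured values (6.70 in controls and 4.72 in CGP), lay under background on all 3 CGP arrays, so that its fall was at least 1.17-fold and its place among the 12 is not established. Among the 57 cytochrome P450 genes tested, a family counted after the results were seen, 24 were lower and 1, Cyp11b2, was higher, and 25 and 1 with quantile normalisation or median centring. The Mup, Cyp2c and Ces1 families hold near-identical copies, so that their probe sets may measure several genes at a time. All 12 calls held when any 1 of the 6 arrays was left out.

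Of the 19 adipocyte genes, 15 were higher, 0 were lower and 4 did not pass the test, and all 19 were higher when adjusted over the list alone. The median log2 fold change was 0.45. Lpl, the lipase that releases fatty acids from circulating lipoproteins, rose by 0.67 (SE 0.05), Slc2a4, the insulin-responsive glucose transporter, by 0.65 (SE 0.04), and Adipoq, the hormone adiponectin, by 0.54 (SE 0.04). The 12 largest increases included Aqp7, the glycerol channel of adipocytes (1.02), Fabp3, a fatty acid binding protein (1.01, and 0.90 at its other probe set), Elovl3, a fatty acid elongase (0.91), Pde3b, a phosphodiesterase (0.81), and Trarg1, a regulator of glucose transporter traffic (0.71). Receptors among them were Mc5r of melanocortins (1.04), Acvr1c of activins (0.78) and Tshr of thyrotropin (0.70), next to the transcription factor Irf4 (0.86), the carbonic anhydrase Car4 (0.71) and the amino acid transporter Slc36a2 (0.68). The per-array median of the adipocyte list was 10.9 to 11.0 in the controls and 11.4 to 11.5 in the CGP arrays. Camera gave an adjusted p of 3.18e-26, and 0.0808 with an estimated correlation, so this call was lost there.

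Most genes of steroid hormone synthesis did not pass the test. Of 21 tested, 2 were higher, 1 was lower and 18 did not pass (3 and 1 when adjusted over the list alone), with a median of 0.05, a mean of 0.00007 and a camera adjusted p of 0.214. Star, which carries cholesterol into mitochondria, differed by 0.09 (SE 0.04, adjusted p = 0.318), Cyp11a1, the side-chain cleavage enzyme, by 0.05 (SE 0.05, adjusted p = 0.614), Cyp21a1 by 0.04 (SE 0.05, adjusted p = 0.661) and Cyp11b1, the last enzyme of corticosterone synthesis, by 0.07 (SE 0.05, adjusted p = 0.432). Cyp17a1, an enzyme of androgen synthesis that the liver also expresses, was the member that fell, and the hepatocyte list fell in the same arrays. Star passed the test with a variance trend and robust prior (adjusted p = 0.0364).

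Of the 14 tested genes of the zona glomerulosa, the outer layer of the cortex that makes aldosterone, and of the capsule, 5 rose and 9 did not pass the test, and 7 rose when adjusted over the list alone. The list had a median of 0.11 and a camera adjusted p of 1.15e-06, but adjusted p = 0.411 with an estimated correlation. Cyp11b2, aldosterone synthase, rose by 0.50 (11.91 ± 0.07 to 12.41 ± 0.02, n = 3 each), Rspo3, a capsule signal of the Wnt pathway, by 0.48, the potassium channel Kcnk9 by 0.39 and the calcium sensor Vsnl1 by 0.30. Hsd3b6, a hydroxysteroid dehydrogenase of this layer, rose by 0.33. The call of Hsd3b6 was lost without control 2 or 3 or without any of the CGP arrays (adjusted p up to 0.165), and that of Vsnl1 without control 3 or any CGP array (up to 0.121).

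In the list of the X-zone, the inner cortical layer of young female mice, 1 of 6 genes was lower, Cyp17a1, and 5 did not pass the test (camera adjusted p = 0.230), with 1 higher and 2 lower adjusted over the list alone. Fry called this list (adjusted p = 0.000592), in which Cyp17a1, also expressed in liver, changed most. Whether fry calls it without Cyp17a1 was not tested. Akr1c18 (-0.35, limma adjusted p = 0.126) and Thrb (0.22, limma adjusted p = 0.146), chosen after their values were seen, came next. Inhba, chosen in the same way, had both group means under background, so its test cannot show a change. In the medulla, limma called 0 of the 30 genes of catecholamine synthesis and chromaffin cells, also when adjusted over the list alone, and 7 had an unadjusted p under 0.05. Th, the rate-limiting enzyme of catecholamine synthesis, differed by 0.01 (SE 0.04, adjusted p = 0.941), Dbh, which makes noradrenaline, by -0.01 (SE 0.05, adjusted p = 0.892), and Pnmt, which makes adrenaline, by -0.05 (SE 0.05, adjusted p = 0.640). The list had a median of -0.03 (camera adjusted p = 0.551, fry adjusted p = 0.367).

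**Figure D2:**
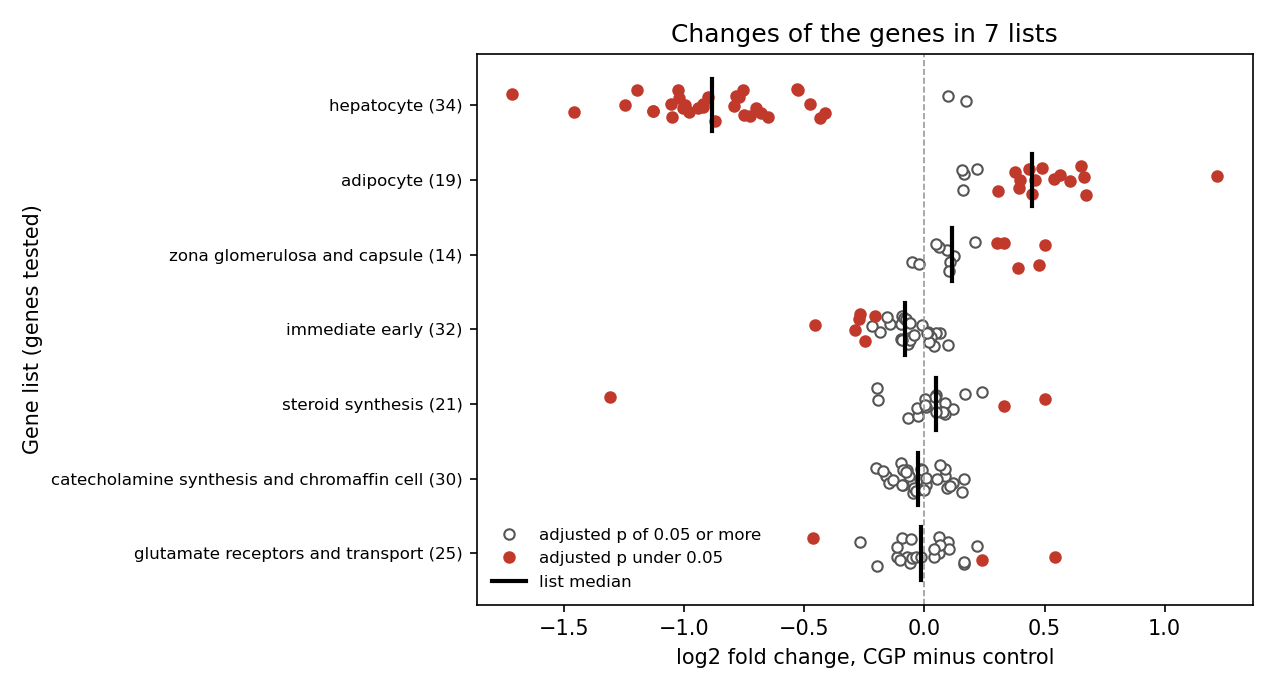
Log2 fold change (horizontal axis, CGP minus control) of each tested gene in 7 lists (vertical axis, number of genes in parentheses), with filled red points for an adjusted p under 0.05, open points for the others and a black bar at the list median. Of the hepatocyte genes, 32 lie to the left of 0 and 2 to the right, with a median of -0.89, and all 19 adipocyte genes lie to the right with a median of 0.45, while the catecholamine list holds no filled point.

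Few genes of glutamate and gamma-aminobutyric acid (GABA) signalling passed the test. Of 41 listed genes of glutamate receptors and transport, 25 were tested. Of the 25, 2 were higher, 1 was lower and 22 did not pass the test (2 and 2 adjusted over the list alone). The transporter Slc1a3 rose by 0.54 (SE 0.08) and the scaffold protein Dlg2 by 0.24 (SE 0.05), whereas the transporter Slc1a2, also expressed by hepatocytes, fell by 0.46 (SE 0.05) together with the hepatocyte list. The call of Slc1a3 was lost without CGP 1 or CGP 2 (adjusted p up to 0.0601), and that of Dlg2 when any array but control 1 was left out (up to 0.185). The NMDA receptor subunit genes Grin1, Grin2a and Grin2b were not among the 25 tested, so these results do not cover them. The subunit genes Grin2c, Grin2d and Grin3b, named after their values were seen, did not pass the test (0.06, 0.07 and -0.06). Grin3a, named in the same way, did not pass either. It lay under the array background on every array (means 6.18 in controls and 6.28 in CGP), so its test cannot show whether it changed. Gria2, Slc1a6, Grik2, Grm6, Slc1a1 and Slc17a7, also named after their values were seen, did not pass the test. Both of their group means lay under background, so their tests cannot show a change either. Grin2d (6.59 and 6.66) and Grin3b (6.59 and 6.53) lay near background, which limits their tests. Of 29 listed GABA genes, 14 were tested, and the others are not covered. Of the 14, 1 was higher, the GABA-synthesising enzyme Gad1 (0.30, SE 0.06), and 13 did not pass (3 higher and 2 lower adjusted over the list alone). Gad1 lost its call when any array but control 1 was left out (up to 0.123). Camera gave adjusted p of 0.842 for the glutamate list, which it placed above the other genes with a median of -0.02 and a mean of 0.01, and 0.953 for the GABA list.

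Of 32 immediate early genes, which respond rapidly to stimulation, 6 fell and 26 did not pass the test, and 7 fell when adjusted over the list alone. The median was -0.08, with a camera adjusted p of 0.000997 but adjusted p = 0.442 with an estimated correlation. These genes are short (median length 4656 bp against 20831 bp for all tested), and random lists matched on gene length, drawn after the results were seen, had a middle value of -0.05, with the list at percentile 4.01. The orphan receptor Nr4a2 fell by 0.46 (SE 0.04), the kinase Sik1 by 0.27 (SE 0.05) and the transcription factors Fosb and Egr1 by 0.27 and 0.25 (SE 0.05 each). The calls of Sik1 and Egr1 were lost when any array but control 1 was left out and that of Fosb without control 3 or any CGP array (adjusted p up to 0.156). In the circadian clock list, 4 of 17 genes rose, 1 fell and 12 did not pass (4 and 2 adjusted over the list alone; camera adjusted p = 0.692). Nr1d1 and Dbp, output genes of the clock, rose by 0.32 and 0.37, Clock by 0.36 and Nr1d2, named after its value was seen, by 0.26, while the protease Usp2 fell by 0.22. Clock and Dbp lost their calls without control 3, CGP 1 or CGP 2, Clock also without CGP 3, Nr1d1 without CGP 2 and Usp2 when any array but control 1 was left out (adjusted p up to 0.156).

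The heat shock list was higher by camera (median 0.07, adjusted p = 0.00681, and adjusted p = 0.493 with an estimated correlation). Of its 16 genes 1 rose, the chaperone Hsph1 by 0.28, and 15 did not pass the test, and 4 rose when adjusted over the list alone. Hsph1 lost its call without any 1 of the 6 arrays (adjusted p up to 0.177). Fry did not call the list (adjusted p = 0.0827). Of 21 genes of endoplasmic reticulum stress, 1 fell, Chac1 by 0.26, and 20 did not pass, with the same count over the list alone (camera adjusted p = 0.152, fry adjusted p = 0.0263). Of 23 genes of oxidative stress defence, 1 rose, Gpx3 by 0.24, and of 39 of oxidative phosphorylation, 1 rose, Sdha by 0.20 (camera adjusted p = 0.842 and 0.779). Adjusted over the list alone, 1 rose and 1 fell in the former and 0 in the latter, where 5 had an unadjusted p under 0.05. The calls of Chac1 and Gpx3 were lost when any array but control 1 was left out and that of Sdha when any 1 of the 6 was left out (up to 0.209). Camera placed both of these lists above the other genes, although their medians were -0.01 and -0.004 and their means -0.004 and 0.004.

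Among targets of the liver X receptor (LXR), which senses oxysterols, 3 of 16 genes fell, 1 rose and 12 did not pass the test (4 and 5 adjusted over the list alone; camera adjusted p = 0.866). Cyp7a1, Apoc1, an apolipoprotein made in liver (by 0.50), and Abcg8, a sterol exporter of liver and gut (both group means under background), fell with the hepatocyte list, and Fasn, fatty acid synthase, rose by 0.29 with the adipocyte list. The median of the LXR list was 0.01 and its mean -0.10, and camera placed it above the other genes. Of 17 genes of the glucocorticoid response, 2 rose and 1 fell, the same as over the list alone (camera adjusted p = 0.804, placed above the other genes, median 0.02, mean -0.01). Pdk4, an inhibitor of pyruvate dehydrogenase, rose by 0.47 and the transcription factor Zbtb16 by 0.24, whereas Tat, a liver enzyme also held by the hepatocyte list, fell by 0.68. Of 22 genes of cholesterol synthesis and uptake, 1 rose, Insig1 by 0.27, and 21 did not pass (3 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.272). Abcg8, Zbtb16 and Insig1 lost their calls when any array but control 1 was left out, and Fasn without control 3 or any CGP array (adjusted p up to 0.189).

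Markers of other cell types showed smaller differences. Of 25 genes of fibroblasts and matrix, 3 rose (Mfap5 by 0.30, Gsn by 0.26 and Pi16 by 0.22), fibronectin Fn1 fell by 0.25 and 21 did not pass, with 8 higher and 1 lower adjusted over the list alone. The list was higher by camera (median 0.06, adjusted p = 0.00681, and adjusted p = 0.411 with an estimated correlation), but single arrays ended these 4 calls. Those of Gsn and Pi16 were lost when any 1 of the 6 was left out, that of Fn1 when any but control 2 was, and that of Mfap5 without any 1 of the CGP arrays (adjusted p up to 0.203). The brain list was lower (median -0.10, adjusted p = 0.00846, and adjusted p = 0.442 with an estimated correlation), with 2 of 14 genes called, also over the list alone. These were Ttr (by 0.79), which the hepatocyte list also holds, and Slc1a2, which hepatocytes also express. Gria2, Olig2, Camk2a and Slc17a7 of the brain list, named after their values were seen, had both group means under background. For these genes the tests cannot show a change. Of 11 Schwann cell genes, Mbp rose by 0.24 and Erbb3 fell by 0.32, of 22 macrophage genes Folr2 rose at least 1.18-fold (2 of its 3 control values lay under background), and of 7 genes of red blood cells and platelets Alas2 rose by 0.33 and Ppbp fell by 0.46 (camera adjusted p = 0.694, 0.796 and 0.921). Adjusted over the list alone, each of these 3 lists had 1 higher and 1 lower gene. The red blood cell list was placed above the other genes by camera although its median and mean were both -0.03. The call of Mbp was lost when any array but control 1 was left out, those of Erbb3 and Folr2 without control 3, CGP 2 or CGP 3, and that of Ppbp without control 3 (adjusted p up to 0.150), whereas Alas2 kept its call.

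Limma called 0 genes in the lists of ovary (7 tested), exocrine pancreas (11), endothelium (22), kidney tubule (13), the interferon response (21), major histocompatibility complex (MHC) class II (8), lymphocytes (16), the cell cycle (19) and muscle (13). Some members of the ovary, pancreas, kidney, lymphocyte, MHC class II, cell cycle and muscle lists had both group means under the array background. Zp1, Try5, Slc22a6, Cd4, H2-Oa, Birc5 and Tnnc2, chosen after their values were seen, are examples. For such members the counts and list tests cannot show whether expression changed. Their camera adjusted p lay between 0.186 for ovary and 0.842 for muscle. Unadjusted p-values under 0.05 were found for 2 genes of ovary, 2 of pancreas, 2 of endothelium, 1 of kidney, 5 of the interferon response and 5 of muscle, and for 0 of MHC class II, lymphocytes and the cell cycle. Adjusted over the list alone, 1 kidney gene was higher and 0 changed in the others. Fry called MHC class II (adjusted p = 0.0312). Without control array 1, camera called the kidney list (median -0.17, adjusted p = 0.0186) and the ovary list (median -0.14, adjusted p = 0.0404) as lower. With the preset correlation, camera called 7 of 31 lists in all, 4 higher and 3 lower, and 1 of them, the hepatocyte list, was also called with an estimated correlation.

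The groups also differed along the length of genes, a check made after the results were seen. When the tested probe sets were split by the length of their gene into 5 equal parts (99.7% had a length), the median log2 fold change was -0.06 in the shortest part (median length 3233 bp) and 0.05 in the longest (129785 bp). Of the longest part, 137 probe sets were higher and 15 lower in the CGP group, and of the shortest, 24 were higher and 55 lower. Malat1 and Xist, long non-coding RNAs of the nucleus, were chosen after their values were seen and were higher by 0.52 and 0.51 (SE 0.07 and 0.08, adjusted p = 0.00611 and 0.0103).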

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

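Probe sets outside the tested set, those with no gene symbol or with several, also differed between the groups. Of 7462 such probe sets that passed the same brightness filter, limma called 33 at an adjusted p under 0.05, 3 higher and 30 lower in the CGP group than in the controls. Of the 33, 17 had no symbol and 16 had several, and 30 changed at least 1.5-fold (2 higher and 28 lower). An unadjusted p under 0.05 was found for 710. They were singled out because the comparisons above do not use them, and no explanation was tested.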

How the results depend on the processing

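The fit with the array medians of receptor probe sets as a covariate was chosen after the data were seen. The count of 566 was 252 without moderation of the variance (116 higher, 136 lower), 1261 with a variance trend and robust prior, 1665 with array quality weights, 126 against a minimum change of 1.2-fold (25 higher, 101 lower), where a higher bar leaves fewer by construction, and 236 to 1099 when single arrays were left out; the cause of the other shifts was not tested. It was 382 (164 higher, 218 lower) with all probe sets tested, and 519 to 759 under the other filters, scalings and that covariate. The share of higher calls, 54.9% of the 566, ran from 19.8% against 1.2-fold to 62.2% with the filter at 7. It was 57.6% with quantile normalisation, 56.6% with median centring, 46.0% without moderation and 33.5% to 55.7% when single arrays were left out. The count at 1.5-fold lay between 99 and 157 in the settings in which it was taken, which leave out the test of all probe sets and the minimum change of 1.2-fold. Camera with an estimated correlation called 1 list, and all other list settings 7 to 9. The array number gave no sign of pairing, since arrays with the same number deviated from their group means with correlations of -0.357, -0.169 and -0.118; with it as a block, 224 probe sets (68 higher, 156 lower), 143 at 1.5-fold and 7 lists were called. Of the 67 named genes that were called, 29 kept their call in every setting and 39 when any 1 array was left out, and none changed sign. Signal over background limits dim genes: 127 probe sets of olfactory, vomeronasal and trace amine receptors, genes mostly silent outside sensory tissue, had array medians of 6.11 to 6.35.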

Other observations

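The tests of an overall shift of the arrays, of a gradient between arrays, of gene length, of attached liver, of dilution by liver RNA and of other splits of the arrays for both counts of probe sets were chosen after the results were seen, as were the added gene lists and the brown fat genes kept for the test. Of 13 brown fat genes outside the fixed lists and the naming rule, 5 rose, 1 fell and 7 did not pass the test, with a median of 0.21 (camera p = 8.13e-08, and p = 0.0168 with an estimated correlation). Cox8b and Cox7a1, subunits of respiratory complex IV in brown fat and muscle, rose by 0.54 and 0.46, Otop1 by 0.59, Lgals12 by 0.62 and the coactivator Ppargc1a by 0.39. The exception was Slc27a2 (-0.63), a fatty acid transporter that liver also expresses. Of 10 marker genes of liver cells other than hepatocytes, 9 had a negative log2 fold change, and 1, Clec4g of the sinusoidal endothelium, fell past the test (by 0.44). In 3 of the 10, Marco, Clec4f and Dnase1l3, both group means lay under the array background, and they were left out of the test below. 

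Hepatocyte genes were lower (32 of 34) and adipocyte genes higher (15 of 19) in the CGP group. A shift of whole arrays is argued against, since the lists moved to opposite sides of 0 (-0.89 and 0.45, 1.33 apart), at percentiles 0 and 100 of 10000 random lists matched on the mean expression of each. A smaller amount of attached liver in the pooled CGP adrenals may account for the first part, since the markers of other liver cells above background had a median of -0.13, at percentile 1.39 of 10000 random lists matched on mean expression (camera p = 0.00692, but p = 0.164 with an estimated correlation). This support is weak, since 1 of these 7 genes passed the test and the brightest, Gpr182, differed by 0.02. Cyp2e1 and Hp did not fall, but both are also expressed in fat, whose genes rose, so they cannot decide. More brown fat may account for the second, since the median of the 13 brown fat genes was 0.21, where the 95th percentile of matched lists was 0.05; Alb (13.4 to 13.0), Apoa1 (12.4 to 11.6), Ucp1 (10.9 to 12.1) and Fabp4 (12.2 to 12.6) give the levels of abundant genes of both tissues, chosen after their values were seen, and Cyp7a1, Tat and Ttr also stand in the LXR, glucocorticoid and brain lists. A change in gene expression within adrenal cells after the drug was not tested and stays open.

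Small changes were spread over many probe sets, with 3095 at an unadjusted p under 0.05 and 420 of the 566 calls under 1.5-fold. Over all tested probe sets, the log2 fold change followed gene length (Spearman rho 0.36). A difference in RNA quality could be a source, but this length runs from gene start to gene end. Transcript length was not examined, so RNA quality was not tested. The strongest axis of variation among arrays of the same group followed length less, with rho 0.20 among the controls and 0.095 among the CGP arrays. A bias that follows gene length therefore stays open. A gradient between arrays of the same group stays open as well. The log2 fold change followed the strongest axis within both groups together (rho 0.40), but this axis mainly set control 1 apart from control 2, and control 1 had already been seen to lie near the CGP arrays; among the CGP arrays alone rho was 0.19. The axis of both groups had the sign of the log2 fold change at 64.3% of all tested probe sets, 68.6% of the 420 and 41.8% of the 146 calls of at least 1.5-fold. An effect of the drug on these genes was not tested apart from this and stays open.

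The zona glomerulosa list was higher in the CGP group by camera at the preset correlation, but not with an estimated one (adjusted p = 0.411), and 9 of its 14 genes did not pass the test. Its median of 0.11 (SD 0.18) stood at percentile 99.97 of 10000 matched random lists, which do not allow for correlation between genes. Less dilution of adrenal RNA by liver RNA would raise adrenal genes alike. The 30 genes of catecholamine synthesis and chromaffin cells did not rise as a set, with a median of -0.03 (SD 0.10). Their median lay below 0.11 by more than their own spread, but by less than that of the zona glomerulosa list (SD 0.18). They therefore cannot decide. The 18 other steroid synthesis genes cannot decide either, since their median of 0.045 (SD 0.11) lay below 0.11 by less than their spread. Less dilution stays open. The gradient between arrays stays open too, since the 14 genes had a median weight of 0.028 on the strongest axis within groups, at percentile 73.8 of matched lists. A difference in how much capsule and outer cortex the pools held, and an effect of the drug, were not tested and stay open.

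The 6 arrays can be split into 2 groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 566 probe sets, 146 at 1.5-fold and 7 lists, and in each case 1 of the 10 splits, the real one, gave as many. The highest of the other splits gave 0 and 0 probe sets by limma, with 189 to 2256 at an unadjusted p under 0.05, and 6 lists by camera at the preset correlation. The 2256 came from the split of control 1, CGP 2 and CGP 3 from the rest, which points to a structure among the arrays that does not follow the groups.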
